# Differential expression of *Aedes aegypti *salivary transcriptome upon blood feeding

**DOI:** 10.1186/1756-3305-2-34

**Published:** 2009-07-24

**Authors:** Saravanan Thangamani, Stephen K Wikel

## Abstract

Saliva of *Aedes aegypti *contains a complex array of proteins essential for both blood feeding and pathogen transmission. A large numbers of those proteins are classified as unknown in regard to their function(s). Understanding the dynamic interactions at the mosquito-host interface can be achieved in part by characterizing mosquito salivary gland gene expression relative to blood feeding. Towards this end, we developed an oligonucleotide microarray representing 463 transcripts to determine differential regulation of salivary gland genes. This microarray was used to investigate the temporal gene expression pattern of *Ae. aegypti *salivary gland transcriptome at different times post-blood feeding. Expression of the majority of salivary gland genes (77–87%) did not change significantly as a result of blood feeding, while 8 to 20% of genes were down-regulated and 2.8 to 11.6% genes were up-regulated. Up-regulated genes included defensins, mucins and other immune related proteins. Odorant-binding protein was significantly down-regulated. Among unknown function proteins, several were up-regulated during the first three hours post-blood feeding and one was significantly down-regulated. Quantitative real-time RT-PCR was used to substantiate differential expression patterns of five randomly selected genes. Linear regression analysis revealed a high degree of correlation (R^2 ^> 0.89) between oligonucleotide microarray and quantitative RT-PCR data. To our knowledge, this is the first study to investigate differential expression of the *Ae. aegypti *salivary gland transcriptome upon blood feeding. A microarray provides a robust, sensitive way to investigate differential regulation of mosquito salivary gland genes.

## Findings

Hematophagous arthropod saliva contains pharmacologically active molecules that both facilitate blood feeding by modulating host hemostasis, inflammation, immunity, and wound healing [1,2] and potentiate pathogen transmission and establishment [2-6]. Arbovirus transmission and disease are linked to mosquito modulation of host defenses [3]. Feeding mosquitoes create "priviledged" sites for deposition and establishment of arboviruses, which exploit the mosquito saliva modified host environment. Saliva of *Aedes aegypti *enhances infection with Cache Valley [7] and West Nile viruses [8]. Salivary gland transcriptome of *Ae. aegypti *contains an estimated 136 putative secreted proteins which could modulate host responses [2,3,9-11]. A large numbers of genes encode salivary gland proteins of unknown function. Many of those proteins are likely important in obtaining a blood meal. Here, we describe differential expression of *Ae. aegypti *salivary gland genes upon blood feeding.

Previous studies revealed a decrease in the total amount of mosquito salivary gland protein after a blood meal [12-14]. Using total protein concentration and electrophoretic analysis, Moreira et al [15] reported that *Anopheles darlingi *salivary proteins did not differ significantly after a blood meal or between blood fed and sugar fed mosquitoes. Using those methods, it would be difficult to accurately identify global temporal expression changes of salivary proteins. Knowing expression of salivary gland proteins during blood feeding will help us to understand the complex roles of saliva in blood meal acquisition and pathogen transmission. Thus, the primary objective of this study is to understand the dynamic interactions at the mosquito-host interface, which can be achieved in part by characterizing mosquito salivary gland gene expression relative to blood feeding. Toward this goal, we developed an *Ae. aegypti *salivary gland microarray (oligoGEArray) to investigate the temporal gene expression pattern of salivary gland transcriptome at different times post-blood feeding. Differential expression studies using microarray followed by an appropriate validation strategy can be a sensitive, efficient and accurate method to investigate blood meal induced gene changes.

*Aedes aegypti *salivary gland oligoGEArray (SABiosciences) was constructed with 463 genes chosen from the published transcriptome [2,11]. Oligonucleotides (60-mer) design and nylon membrane array were manufactured by SABiosciences. Array contains oligonucleotides for 114 putative secretory transcripts that includes: 12 carrier-like proteins; 5 protease inhibitors; 9 serine proteases; 4 nucleotidases; 20 immunity related proteins; 13 mucins and 51 proteins of unknown functions. 

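The deposited table of the array gives 480 positions. Gene spots fill 435 of them and hold 433 distinct gene probes, since 1 probe was spotted 3 times. Another 22 positions are empty, 18 carry biotinylated artificial sequence and 5 carry other artificial control sequences. By the classes of Table 2, the gene probes comprise 12 secreted carrier-like proteins, 6 protease inhibitors, 10 nucleotidases and other secreted enzymes, 9 serine proteases, 20 immunity related proteins, 13 mucins and peritrophins, 51 proteins of unknown function and 312 housekeeping genes. Of the 433 probes, 97 lay above the empty spots on every array, 243 lay above them on none, and 30 were saturated on every array. The saturated probes include salivary apyrase (L12389), amylase (L03637), alpha-glucosidase (M30442) and the long D7 proteins (AF420272 and M33157), which are abundant products of the gland.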

Remaining 349 oligonucleotides comprise housekeeping genes. Ribosomal protein, RpL5 (gi|94468377) was the reference gene for normalization control. Nineteen biotinylated artificial sequence (positive control), and 9 empty spots (negative control) were spread across the array.

Pathogen-free *Ae. aegypti *(Higgs white eye strain) used in this study were from our colony maintained at 28°C, 70–75% relative humidity, a 14 hour-light/10 hour-dark photoperiod and fed on 10% sucrose in water. Female mosquitoes were starved for 16 h prior to blood feeding. Both naive and experimental mosquitoes used in this experiment were of same age, never had a blood meal before and were subjected to same conditions of starvation. They were then allowed to feed on a BALB/c mouse, according to an IACUC approved protocol, until mosquitoes were completely engorged. Salivary glands were dissected from 10 fully fed mosquitoes at 1, 3, 24 and 48 hours post-feeding (hpf) and stored in RNALater (Ambion). Total RNA was extracted using a Ribopure kit (Ambion). Genomic DNA was removed by DNAse treatment. Quantity of RNA was determined using Nanodrop 1000 (260/280 ratio>2.0; 260/280 ratio>1.7) and analysed by formaldehyde denaturing gel electrophoresis. Two hundred nanogram of total RNA was used to prepare cRNA which was then amplified and labeled with biotin using TrueLabelling-AMP 2.0 (SABiosciences). Resulting cRNA was purified on a spin column and quantified using a Nanodrop 1000 (Thermo Scientific). Biotin labeled cRNA (8 μg) from naïve and blood fed *Ae. aegypti *salivary gland was hybridized onto our custom microarray, as described in the manufacturer's protocol. Data acquisition and quantification of spot intensities were performed using GEArray Expression Analysis suite 2.0 (SABiosciences) as described by Lee et al [16]. We performed an extensive literature search prior to choosing an appropriate control for normalization. We found that ribosomal proteins were commonly used as a normalizing standard in mosquitoes, for assessing the salivary gland transcriptome of *Aedes aegypti *[2] and expression of a salivary gland gene of *Anopheles gambiae *[17]. Thus in this work, normalization of data was performed using ribosomal protein (RpL5). 

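In the deposited report the value of each spot was divided by the mean of a pair of reference spots, after the mean of the empty spots had been subtracted from all. The pair is actin (AE-314) and ribosomal protein S5 (AE-198A), a structural protein of the ribosome. The S5 spot was saturated on 7 of 15 arrays and the actin spot on 0. Actin made up 14.1% to 38.9% of the reference value on the unfed arrays and 1.56% to 7.63% on the arrays of 24 and 48 hpf. The mean of the actin and S5 spots is 1 on each array by construction. Normalized S5 was 1.49 ± 0.252 (SD, 3 arrays) in unfed glands and 1.94 ± 0.049 at 48 hpf. The 30 probes saturated on every array had raw intensities at 48 hpf of 0.997 times the unfed ones, and a median normalized ratio of 1.60. A probe at the ceiling in both groups therefore has no measured fold. At 1, 3 and 24 hpf the median ratio of the 30 was 1.60, 1.27 and 1.47. With S5 alone as the reference it was 1.33, 1.01, 1.14 and 1.23 at 1, 3, 24 and 48 hpf. The reference scales all probes of an array alike, so that actin in it raises the ratios of genes below the ceiling as well.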

Naive verses post-blood fed arrays were compared using a fold ratiometric analysis (*x/y*). Three replicates were performed for each time point, and means were used for differential expression analysis. Genes were considered to be expressed differentially if they were found to be ≥ 2.0 fold (up-regulated) or ≤ 0.5 fold (down-regulated). Genes with less than two-fold difference and greater than half-fold difference are grouped as no change. Volcano plot analysis was used to identify statistically differentially regulated salivary gland genes based on statistical significance (P ≤ 0.05) [18]. A gene was considered statistically significant only if it showed at least 2 fold differences with the P ≤ 0.05.

OligoGEArray data analyses were validated by quantitative real time RT-PCR. Five transcripts (angiopoietin-like protein, serine protease, mucin-like peritrophin, 30 kDa protein and glycine rich protein) were randomly selected for validation. The RNA that was used for oligoGEArray analysis were subjected to mRNA amplification using MessageAmp II aRNA amplification kit (Ambion). First strand cDNA was synthesized from 1 μg amplified RNA using a Retroscript 1^st ^Strand cDNA synthesis kit (Ambion) and used as template for real-time RT-PCR analysis. Primers for genes to be validated were designed using MacVector software (MacVector, Inc) and listed in Table 1. Real-time RT-PCR amplifications were performed using RT^2^Real-Time™ SYBR Green/Fluorescein PCR master mix (Superarray) in an iCycler (BioRad). Typically, PCR was performed by heating to 95°C for 10 minutes to heat-activate the HotStart Taq DNA Polymerase followed by 40 cycles of 15 seconds at 94°C then 60 seconds at 60°C. Amplification efficiencies were calculated from the slope of standard curves as E = 10^-1/slope^). Amplification efficiencies of the chosen genes products were in the acceptable range of 96%–100%. All reactions were performed in triplicate. Ribosomal protein (RpL5) was a normalizing standard and RNA from unfed mosquito salivary gland was considered as naïve and assigned an arbitrary value of 1.0. Changes in post-fed gene expression were calculated as fold difference between naïve and blood fed mosquito salivary glands. Linear regression analysis was established and correlation values (R^2^) calculated by plotting oligoGEarray fold difference on X-axis and that of quantitative real time RT-PCR on Y-axis.

**Table 1:** List of primers used to validate oligoGEArray data.

	**Accession number**	**Primers (5' to 3')**	**PCR Amplification efficiencies**
**Angiopoietin-like protein**	gi|94468605	GGCAATACAAAGCGTTCTGC	98.8%
		AAACCAAGCCAATACTCACCG	

**Serine protease**	gi|18568305	TTGCTGTTGCTTCTTGCGT	97.2%
		CACATTCGTTGCTCTGGCTA	

**30 kDa protein**	gi|61742032	GCTTTCCGTTGGCAGACTAA	98.8%
		AATCCGAGAAGTGTGGTCAGAC	

**Mucin-like peritrophin**	gi|94468595	CAACAAGGAAACCACCTGTG	98.03%
		CAATCCAATCCCATTTGCTC	

**Glycine rich protein**	gi|94469015	CAAGTGCTATTGCCATGGTT	97.6%
		GTGAGCAGCTGATCCAGACA	

**Ribosomal protein (RpL5)**	gi|94468377	ATTACATTGCCGTCAAGGAG	99.2%
		TCATCATCAGCGAGTTGGTC	

OligoGEAarray data were submitted to Gene Expression Omnibus (GEO) with the series accession number GSE16392. 

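The series holds 15 nylon arrays hybridized with cRNA of female salivary glands, 3 for unfed mosquitoes and 3 for each of 1, 3, 24 and 48 hpf. Each group is 1 RNA pool, made from 10 mosquitoes for every fed group. The number of mosquitoes in the unfed pool is not given in the sources used here. The arrays of a group are technical replicates. Errors below are SDs or standard errors over arrays, and a test compares RNA pools, with no measure of how mosquitoes differ. The deposited report gives each spot as a normalized intensity, and the same values were obtained from the raw intensities within 0.000129. The ratio of a gene is its mean normalized intensity over the 3 arrays of a fed group divided by its mean over the 3 unfed arrays. A gene was taken as above the empty spots on an array when it exceeded their mean by more than 2 SD, and as saturated at an intensity of 60000 or more. A gene not above the empty spots, or saturated, on every array of 1 of the 2 groups is given as a lower bound of the fold, and a gene in that state in both groups has no fold. Where the group opposite a saturated one is saturated in part, no bound holds and the ratio is given with the saturated arrays. The bound sets the mean of the brighter group against the higher, on each array, of the dim signal and the lowest signal above the empty spots, on the log2 scale. For the test, values were raised to a common floor of 0.1077, taken to log2 and fitted with limma, with adjustment by Benjamini and Hochberg over 432 probes. Adjusted p-values are given without and, where that changes the call, with the replicate number of the array as a block, because arrays of the same number deviated together.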

Results indicate 87%, 83.1%, 79% and 77.1% of salivary gland genes showed no significant change in expression at 1 hpf, 3 hpf, 24 hpf and 48 hpf, respectively (Table 2). These data correlate with an earlier report that *An. darlingi *salivary gland protein profile showed no change 6, 12, 24, and 40 hours post-blood meal [15]. 

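Salivary apyrase (L12389), which breaks down ATP and ADP, the putative lysozyme (AF466591), the Gram negative binding protein (AF466594) and the antigen 5 member (AF466589) were saturated on every array of all 5 groups, so that no fold can be given for them. Calreticulin (AF466603), a chaperone of the endoplasmic reticulum, had ratios of 1.10, 1.31, 0.984 and 1.22 at 1, 3, 24 and 48 hpf, and adjusted p-values from limma of 0.735 to 1. In all, 206, 209, 175 and 149 of 433 probes had a ratio between 0.5 and 2 at these times. A further 166, 133, 160 and 177 probes had no ratio, because the mean of a group lay at or below that of the empty spots. Both together are 85.9%, 79.0%, 77.4% and 75.3% of the probes. Of the probes with a ratio between 0.5 and 2, 125, 122, 120 and 113 were above the empty spots on at least 2 arrays of either group. A ratio between these bounds does not show that a gene kept its level.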

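A putative salivary secreted protein of unknown function (AE-212) had a normalized intensity of 1.07 ± 0.193 (SD, 3 arrays) in unfed glands and of 0.114 ± 0.0895 at 48 hpf. Its ratio was 0.513 at 1 hpf, 0.317 at 3 hpf, 0.264 at 24 hpf and 0.106 at 48 hpf. At 48 hpf its log2 ratio was -2.97 with a standard error of 0.63 (adjusted p = 0.0649 from limma, 0.000441 with the replicate number as a block, lower on 3 of 3 arrays). The putative mucin AE-329 had ratios of 0.250 at 3 hpf and 0.243 at 24 hpf (adjusted p = 0.0863 and 0.0735 from limma, 0.000515 and 0.000289 with the block). Possible mucin AE-922 had ratios of 0.329 and 0.365 at 24 and 48 hpf (adjusted p = 0.152 and 0.286, 0.000289 and 0.00103 with the block). The Kazal-containing peptide AET-1428, of a family of protease inhibitors, was at least 3.52-fold lower at 24 hpf and at least 2.73-fold lower at 48 hpf (adjusted p = 0.109 and 0.0894, 0.0034 and 0.00162 with the block). A serine protease (AEA-562) was at least 2.88-fold lower at 24 hpf (adjusted p = 0.152, 0.0102 with the block). All of these were lower than the same-numbered unfed array on 3 of 3 arrays. Of 12 mucins and peritrophins, proteins that coat epithelia or line the gut, tested at 4 times each, 0 of the 48 tests passed limma, and 7 were lower and 4 higher at an unadjusted p under 0.05. With the block 8 were lower and 7 higher, and without it 4 were lower when adjusted over the list alone. Hypothetical MTT rich mucin (AE-10854) was at least 1.82-fold lower at 24 hpf and did not pass limma (adjusted p = 0.853, 0.479 with the block).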

Several salivary genes were at least 2 fold down-regulated after blood feeding. Salivary transcripts 40, 38, 74, and 93 were down-regulated at 1 hpf, 3 hpf, 24 hpf and 48 hpf, respectively (Table 1). 

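By the ratio of means, 40, 37, 73 and 94 of 433 probes were at most 0.5-fold at 1, 3, 24 and 48 hpf. The count depends on the scaling. With each array divided by its median over gene probes 23, 51, 43 and 16 were at most 0.5-fold, with quantile normalization 35, 44, 47 and 40, and with the ribosomal probes as the reference 53, 55, 88 and 115. Of the 40, 37, 73 and 94 probes, 8, 12, 24 and 26 lay above the empty spots on at least 2 arrays of the fed or the unfed group, and 32, 25, 49 and 68 did not. At most 0.5-fold at all 4 times were 6 probes, namely actin (AE-314), the serine protease AEA-562, signal peptidase I (AE-337), the gamma subunit of the translocon-associated complex (AE-309), the COPII GTPase SAR1 (AET-3283) and a tetraspannin (AET-3701). The last 4 take part in or pass through the secretory route or lie in membranes, and none of them was above the empty spots on any of the 15 arrays. Actin, the main protein of microfilaments, had ratios of 0.417 at 1 hpf and 0.148 at 24 hpf and was at least 3.74-fold lower at 3 hpf and at least 4.67-fold lower at 48 hpf (adjusted p = 0.241, 0.0647, 0.0863 and 0.0649 from limma, 0.00276, 0.000582, 0.00124 and 0.000675 with the replicate number as a block, lower on 3 of 3 arrays each time). Actin is 1 of the 2 reference spots, so that its normalized value is tied to that of S5, which was saturated on 7 of 15 arrays. S5 was left out of the tests as the reference, and actin was not. The 4 comparisons share the unfed arrays. In 100 draws of unchanged groups against those arrays a mean of 1.12 and at most 12 probes were at most 0.5-fold at all 4 times, and 4 independent lists of these sizes would share 0.219. With a ratio of at most 0.5 and past limma were 1, 1, 0 and 0 probes, and 3, 7, 15 and 10 at an unadjusted p under 0.05. With the block they were 5, 10, 17 and 20, and by the methods' t-test, unadjusted, 1, 3, 11 and 12. Without replicate 3 of 3 hpf, 62 probes in place of 37 were at most 0.5-fold at 3 hpf. Past limma, 0 in place of 1 were at 1 hpf without unfed replicate 2, unfed replicate 3 or any 1 array of 1 hpf, and at 3 hpf without unfed replicate 2 or replicate 1 or 2 of 3 hpf. At 24 hpf 1 was without unfed replicate 1, 1 without unfed replicate 3 and 2 without replicate 3 of 24 hpf, and at 48 hpf 1 without unfed replicate 1 and 1 without replicate 3 of 48 hpf.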

A transcript encoding an odorant binding protein was significantly down-regulated at 1 hpf, 3 hpf and 48 hpf. 

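The transcript of this odorant binding protein (AE-352), of a family that carries small hydrophobic molecules, had a normalized intensity of 0.746 ± 0.278 (SD, 3 arrays) in unfed glands, 0.140 ± 0.0552 at 1 hpf, 0.131 ± 0.0929 at 3 hpf, 2.20 ± 0.314 at 24 hpf and 0.517 ± 0.351 at 48 hpf. It fell by 2.28 on the log2 scale at 1 hpf and by 2.33 at 3 hpf, each with a standard error of 0.47 (adjusted p = 0.0408 and 0.0338 from limma, lower on 3 of 3 arrays). The ratios were 0.188 and 0.175, with 1 of 3 arrays above the empty spots at either time. At 24 hpf the ratio was 2.95, with 2 of 3 arrays saturated and 3 of 3 higher than the same-numbered unfed array (adjusted p = 0.152, and 0.00734 with the replicate number as a block). At 48 hpf the ratio was 0.692, lower on 3 of 3 arrays (adjusted p = 0.80, and 0.368 with the block). The call at 1 hpf was lost without unfed replicate 2 or 3 (adjusted p = 0.164 and 0.148) and without replicate 1, 2 or 3 of 1 hpf (0.125, 0.147 and 0.0505). The call at 3 hpf was lost without unfed replicate 2 or 3 (adjusted p = 0.151 and 0.124) and without replicate 1 or 2 of 3 hpf (0.0997 and 0.178).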

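At 24 hpf elongation factor 1 alpha (AET-205), which brings aminoacyl-tRNA to the ribosome, was 0.189 ± 0.163 (SD, 3 arrays) against 0.665 ± 0.246 in unfed glands, a ratio of 0.285 (adjusted p = 0.401 from limma, 0.000289 with the replicate number as a block). The heat shock cognate 70 proteins AET-2544 and AET-381, which are chaperones, had ratios of 0.179 and 0.425 (adjusted p = 0.401 for both, 0.00153 and 0.00364 with the block). The ratio of carboxypeptidase B (AY590494), a peptidase, was 0.392 (adjusted p = 0.152, 0.00826 with the block). AET-381 was chosen after its values were seen. Each of these 4 was lower than the same-numbered unfed array on 3 of 3 arrays. Vacuolar ATPase subunit d (AET-492), the inhibitor of apoptosis-1 like protein (AY559037) and acetyl-CoA acetyltransferase (AET-7648) were not above the empty spots on any array at 24 hpf or in unfed glands, so that no fold can be given. Of 311 housekeeping probes at 24 hpf, 60 were above the empty spots, 55 had a ratio of at most 0.5 and 15 of at least 2. None of them passed limma at 24 hpf, and 7 were lower and 5 higher at an unadjusted p under 0.05. With the block 15 were lower and 7 higher, of which 9 and 1 also passed the 0.5-fold or 2-fold limit, and of all 311 probes 4 were saturated in both groups.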

Seven transcripts coding for house keeping products were significantly down-regulated at 24 hpf. During the first 72 hours after a blood meal, significant induction of transcriptional change occurred in a large numbers of *Ae. aegypti *gut genes [19]. Possibly, salivary gland transcriptional processes slow down to facilitate digestion in the gut, at least during the first 72 hours post-blood feeding.

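Apart from the ribosomal proteins, lists of genes for the cell's basic machinery held few probes above the empty spots. Their members were each tested at 4 times with limma, and 0 tests passed in any of the lists that follow. Of 18 translation factors at most 4 were above the empty spots at any time. Of their 72 tests 1 was lower at an unadjusted p under 0.05, and 5 were lower and 2 higher with the replicate number as a block. Among them subunit g of translation initiation factor 3 (AET-545) had ratios of 0.544 at 24 hpf and 0.532 at 48 hpf (adjusted p = 1 and 0.923, 0.00373 and 0.00157 with the block, lower on 3 of 3 arrays), and was chosen after its values were seen. For 16 chaperones and folding enzymes 3 of 64 tests were lower at an unadjusted p under 0.05, and 6 were lower and 1 higher with the block. For 20 genes of the secretory pathway, 10 vacuolar ATPase subunits and 14 genes of oxidant defence the counts at an unadjusted p under 0.05 were 0, and with the block 7, 3 and 1 tests were lower and 0, 1 and 1 higher. For 8 cytoskeletal genes 4 tests, all of actin, were lower with the block and 1 was higher. For 8 genes of mitochondrial energy production, 15 of the proteasome and ubiquitin and 2 of apoptosis 0 tests passed with or without the block or at an unadjusted p under 0.05. At each time 0 of the mitochondrial and apoptosis genes and at most 1 of the 15 were above the empty spots. Their tests could therefore hardly pass and do not show that levels were kept. Adjusted over the list alone, the cytoskeletal list had 3 lower tests and the other 8 lists had 0. Of 4 ribosomal proteins other than S5, 11 of 16 tests were higher and 1 lower with the block, and 7 were higher at an unadjusted p under 0.05 (3 adjusted over the list alone). Ribosomal proteins S2, S3 and L31 were saturated on every unfed array, and ribosomal protein S4 (AE-303), which was not, had ratios of 0.682, 1.17, 0.771 and 0.850. The paper proposes that transcription in the salivary gland possibly slows to ease digestion in the gut.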

**Table 2:** Differential expression of salivary transcriptome upon blood feeding.

	**Up-regulated**				**Down-regulated**				**No change**			
	**1 hpf**	**3** **hpf**	**24 hpf**	**48 hpf**	**1 hpf**	**3 hpf**	**24 hpf**	**48 hpf**	**1 hpf**	**3 hpf**	**24 hpf**	**48 hpf**

**PUTATIVE SECRETORY PROTEINS**												

Secreted carrier-like proteins	0	1	2	0	2	2	2	5	10	9	8	7

Protease inhibitors	1	0	0	0	0	1	2	2	4	5	6	6

Serine proteases	2	2	1	0	1	1	1	3	6	6	7	6

Nucleotidases and others	0	0	0	0	0	0	0	1	4	10	10	9

Immunity related	4	4	4	2	0	0	2	3	16	16	14	15

Mucins and peritrophins	2	1	0	0	0	2	5	5	11	10	8	8

Unknown functions	6	4	2	3	0	4	6	9	45	46	45	42

**HOUSE KEEPING FUNCTION**												

Housekeeping genes	6	42	15	8	37	28	56	65	306	270	266	264

												

**Total**	21	54	25	13	40	37	74	93	402	372	366	357

**Total (%)**	4.5	11.6	9.5	2.8	8.5	7.9	15.9	20.1	87	80.3	79	77.1

Temporal expression of the salivary transcripts of *Ae. aegypti *after blood feeding was investigated using a customized oligoGEArray, and analysed using GEArray Expression Analysis suite 2.0 (SABiosciences). Normalization of data was performed using ribosomal protein (RpL5). Comparison of the two arrays (naive vs. post-blood fed) was performed using a fold (ratiometric analysis (*x/y*)). Three technical replicates were performed for each time point, and means were used for differential expression analysis. Genes were considered to be expressed differentially if they were found to be ≥ 2.0 fold (up-regulated) or ≤ 0.5 fold (down-regulated). Genes with less than two-fold difference and greater than half fold difference are grouped as no change.

Though most salivary transcripts were either unchanged or down-regulated, we observed a few significantly up-regulated genes. Most of those genes encode immunity related and unknown function proteins. 

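At 1 hpf the 21 probes at least 2-fold up comprised 4 of 20 immunity related genes, 6 of 51 genes of unknown function, 2 of 9 serine proteases, 2 of 13 mucins and peritrophins, 1 of 6 protease inhibitors and 6 of 311 housekeeping genes. At 3 hpf 42 of the 54 were housekeeping genes, 4 were immunity related and 4 of unknown function. At 24 hpf they were 15, 4 and 2 of 25, and at 48 hpf 8, 2 and 3 of 13. Each class was set against all other gene probes with Fisher's exact test (two-sided), adjusted over 64 tests of 8 classes, both directions and 4 times. Housekeeping genes were fewer among the probes at least 2-fold up at 1 hpf than in the other classes (odds ratio 0.139, adjusted p = 0.00179) and more among those at most 0.5-fold, of which they were 37 of 40 (odds ratio 5.31, adjusted p = 0.046). The immunity related class had an odds ratio of 5.81 at 1 hpf (adjusted p = 0.193) and 4.65 at 24 hpf (adjusted p = 0.289), and the class of unknown function 3.25 at 1 hpf (adjusted p = 0.289), none of which passed. Of the 311 housekeeping genes 49 were above the empty spots on at least 2 arrays of the unfed or the 1 hpf group, and genes without a ratio count as not up and not down. Over detected genes alone, a test chosen after the data were seen, 0 of the 64 tests passed, with housekeeping odds ratios at 1 hpf of 0.401 up (adjusted p = 0.932) and 6.84 down (adjusted p = 0.503), and 6 of 8 genes at most 0.5-fold in that class. With classes assigned by keywords 1 test passed in place of 2, and with each array divided by its median over gene probes 11 passed.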

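After blood feeding 4 transcripts were at least 2-fold up and past limma at 1 hpf, namely defensin A1 (S82860), an antibacterial peptide, angiopoietin-like protein (AE-6349), I23Ma (AEA-233) and the glycine rich salivary secreted peptide (AET-4173). The same 4 passed at 24 hpf, all but I23Ma passed at 3 hpf, and the glycine rich peptide alone passed at 48 hpf. With the replicate number as a block 11, 12, 8 and 6 were at least 2-fold up and past limma at 1, 3, 24 and 48 hpf. These include the serine protease AE-782 with ratios of 2.00, 2.12 and 2.53 at 1, 3 and 24 hpf (adjusted p = 0.523, 0.855 and 0.401 without the block, 0.00425, 0.00647 and 0.00155 with it, higher on 3 of 3 arrays each time). They also include the protein similar to hemolymph protein (AET-166) with ratios of 2.80 at 1 hpf and 5.08 at 3 hpf (adjusted p = 0.241 and 0.078 without the block, 0.00147 and 0.000129 with it, higher on 3 of 3 arrays). Actin in the reference raises the ratios of both genes, and those of AE-782 lie close to the 2-fold limit at 1 and 3 hpf. For the probes saturated on every array the median ratio was 1.60, 1.27 and 1.47 at 1, 3 and 24 hpf. With S5 alone it was 1.33, 1.01 and 1.14. By the ratio of means alone, 21, 54, 25 and 13 of 433 probes were at least 2-fold up, of which 17, 22, 15 and 7 were above the empty spots on at least 2 arrays of the fed or the unfed group. At an unadjusted p under 0.05 from limma 10, 9, 8 and 6 were at least 2-fold up, and by the methods' t-test 6, 3, 6 and 2, or 2, 1, 1 and 0 after Benjamini-Hochberg adjustment. With each array divided by its median over gene probes, 42, 41, 95 and 152 probes were at least 2-fold up, more than were at most 0.5-fold by that scaling at 1, 24 and 48 hpf, where by the reference spots fewer were. Single arrays moved these counts. At 1 hpf 12 probes were at least 2-fold up without unfed replicate 2, 38 without unfed replicate 3 and 32 without replicate 2 of 1 hpf. At 3 hpf 35 were without unfed replicate 2, and at 48 hpf 21 without replicate 1 of 48 hpf. Past limma, 1 in place of 3 were at 3 hpf without unfed replicate 2 and 5 without replicate 1 of 3 hpf, and at 48 hpf 0 without replicate 2 of unfed or of 48 hpf and 5 without replicate 1 of 48 hpf.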

Our analysis revealed 21, 54, 24 and 13 salivary transcripts up-regulated at 1 hpf, 3 hpf, 24 hpf and 48 hpf, respectively. 

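Of 21 immunity related genes, listed by keyword, 3 rose at 1, 3 and 24 hpf each, all of them angiopoietin-like protein, defensin A1 and I23Ma, and none fell. At 48 hpf 0 passed limma, and 11 were higher at an unadjusted p under 0.05. Adjusted over the list alone 4, 4, 5 and 2 were higher. I23Ma (AEA-233) was 1.03 ± 0.183 (SD, 3 arrays) in unfed glands, 2.08 ± 0.295 at 1 hpf, 2.09 ± 0.163 at 24 hpf and 1.53 ± 0.311 at 48 hpf. Its ratio was 2.02 at 1 hpf, 2.03 at 24 hpf and 1.49 at 48 hpf (adjusted p = 0.0114, 0.0101 and 0.275 from limma, higher on 3 of 3 arrays), and 1.89 at 3 hpf (adjusted p = 0.028), where every array was saturated, as was 1 of 3 in unfed glands, so that no bound can be given. At least replicate 3 was saturated at 1 and at 24 hpf too, so that the ceiling limits these ratios as well. Gambicin (AF466602), an antimicrobial peptide, had ratios of 1.45, 1.61, 1.62 and 0.922 (adjusted p = 0.241, 0.198, 0.152 and 1), and rose at 3 and 24 hpf with the replicate number as a block (0.0361 and 0.0183, higher on 3 of 3 arrays). The peptidoglycan recognition protein (AE-7210), which binds bacterial cell wall, had a ratio of 2.27 at 1 hpf and 0.514 at 24 hpf (adjusted p = 0.282 and 0.533, 0.00114 and 0.00155 with the block, higher and lower on 3 of 3 arrays). These 2 genes were chosen after their values were seen. Actin in the reference raises their ratios. For the probes saturated on every array the median ratio was 1.60, 1.27 and 1.47 at 1, 3 and 24 hpf. With S5 alone it was 1.33, 1.01 and 1.14. With the block 13, 13, 13 and 11 of the 21 were higher and 0, 0, 1 and 0 lower, and 7 of the 21 were saturated in both groups, where the ratio follows the reference spots. The calls of I23Ma depended on the scaling and on single arrays. With S5 alone as the reference its ratio was 1.62, 1.44 and 1.51 at 1, 3 and 24 hpf (adjusted p = 0.444, 0.723 and 0.385), and the call was lost without unfed replicate 1 at 1 and 3 hpf (0.0505 and 0.0935), without unfed replicate 2 at 3 hpf (0.109), without replicate 1 of 1 hpf (0.0771), without replicate 1, 2 or 3 of 3 hpf (0.0674, 0.13 and 0.0595) and without replicate 1 or 2 of 24 hpf (0.0684 and 0.0535).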

Immunity related angiopoietin-like protein, defensin A1, and I23Ma were significantly up-regulated at all time points (Table 3). 

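Angiopoietin-like protein (AE-6349), which carries a fibrinogen domain found in proteins that recognise microbes, was 0.0956 ± 0.044 (SD, 3 arrays) in unfed glands, where 1 of 3 arrays was above the empty spots. It was 1.24 ± 0.215 at 1 hpf, 0.676 ± 0.368 at 3 hpf, 1.39 ± 0.312 at 24 hpf and 0.407 ± 0.194 at 48 hpf, above the empty spots on all arrays. The log2 ratio, with values below 0.1077 raised to that floor, was 3.40 at 1 hpf, 2.41 at 3 hpf, 3.55 at 24 hpf and 1.70 at 48 hpf, each with a standard error of 0.38. The adjusted p from limma was 0.000329, 0.0093 and 0.00042 at 1, 3 and 24 hpf and 0.0649 at 48 hpf, where the block gave 0.00146, and the gene was higher on 3 of 3 arrays each time. From 24 to 48 hpf the log2 difference was -1.85 with a standard error of 0.38 (adjusted p = 0.0993, 0.00156 with the replicate number as a block, lower on 3 of 3 arrays). At 3 hpf the call was lost without unfed replicate 2 (adjusted p = 0.0611). The splice variant of this protein (AE-154) was saturated on every array of all 5 groups.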

Upon blood feeding, transcript encoding angiopoietin-like protein had 12.98, 7.07, 14.54, and 4.25 fold up-regulation at 1 hpf, 3 hpf, 24 hpf and 48 hpf. Defensin A1 transcript was 12.49, 14.43, 8.30, and 3.63 fold up-regulated at 1 hpf, 3 hpf, 24 hpf and 48 hpf. 

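The normalized intensity of defensin A1 (S82860) was 0.136 ± 0.0564 (SD, 3 arrays) in unfed glands, where 1 of 3 arrays was above the empty spots, 1.70 ± 0.0309 at 1 hpf, 1.96 ± 0.169 at 3 hpf, 1.13 ± 0.401 at 24 hpf and 0.494 ± 0.288 at 48 hpf. It rose 12.5-fold at 1 hpf and 8.30-fold at 24 hpf, and at least 12.8-fold at 3 hpf, where every array was saturated (adjusted p = 0.000196, 0.000716 and 0.000109 from limma). Replicate 3 of 1 hpf was saturated too, which limits the fold at that time. At 48 hpf the ratio was 3.63 (adjusted p = 0.0649, and 0.00239 with the replicate number as a block). All 3 arrays of each fed group were higher than the same-numbered unfed array. From 3 to 48 hpf the log2 difference of defensin A1 was -2.14 (standard error 0.35, adjusted p = 0.0158, lower on 3 of 3 arrays), with the 3 hpf arrays at the ceiling, so that the size of the fall was not measured.

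**Figure D1:**
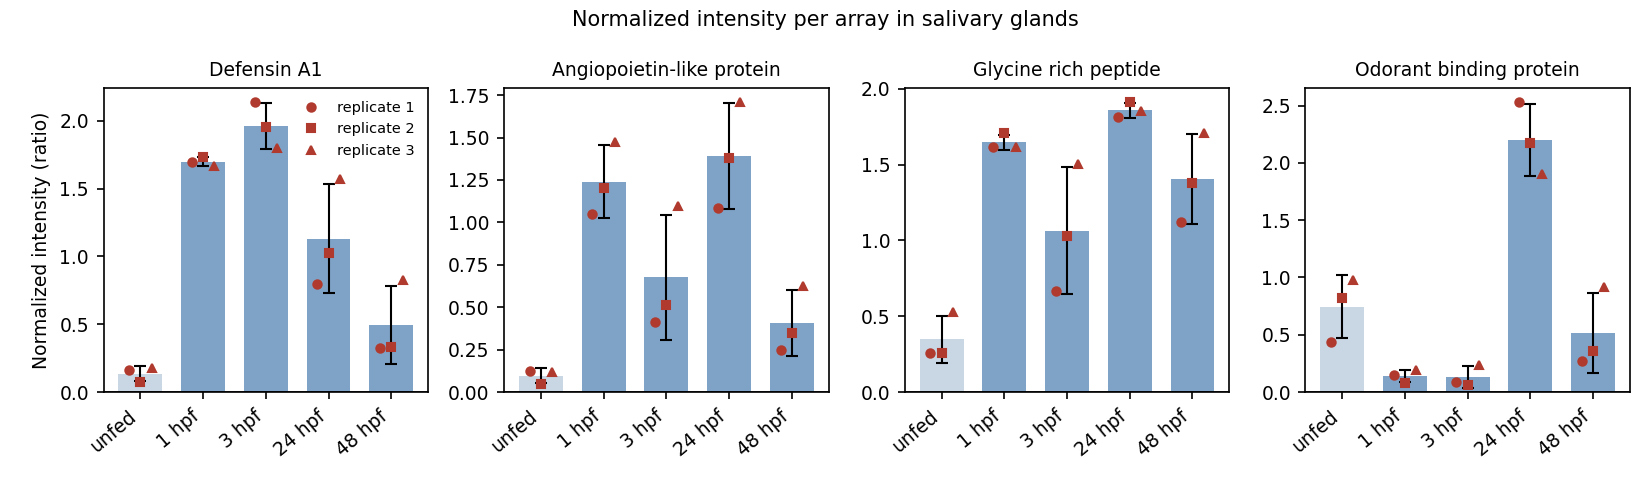
Normalized intensity (ratio to the reference spots, linear axis from 0) of defensin A1, angiopoietin-like protein, glycine rich peptide and odorant binding protein in unfed glands and at 1, 3, 24 and 48 hpf. Bars are means of 3 arrays, error bars their SD and symbols the arrays, and the odorant binding protein, with 2.20 at 24 hpf, is the one of the 4 below its unfed level at 1 and 3 hpf.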

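AgBR1 (AEA-871BRE), named for its response to bacteria in Anopheles gambiae, had a normalized intensity of 0.530 ± 0.206 (SD, 3 arrays) in unfed glands and of 1.15 ± 0.325 at 24 hpf. Its ratio was 1.96, 1.85, 2.16 and 1.73 at 1, 3, 24 and 48 hpf, and 3 of 3 arrays were higher than the same-numbered unfed array each time. It did not pass limma at any time (adjusted p = 0.241, 0.855, 0.401 and 0.622). With the replicate number as a block it rose at each time (adjusted p = 0.00147, 0.00641, 0.000842 and 0.00507, standard error 0.15 in place of 0.42 on the log2 scale). Part of these ratios comes from actin in the reference. For the probes saturated on every array the median ratio was 1.60, 1.27, 1.47 and 1.60 at these times. With S5 alone it was 1.33, 1.01, 1.14 and 1.23.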

Transcripts encoding a protein similar to *Anopheles gambiae *bacteria response protein 1 (AgBR1) was 2.16 fold up-regulated at 24 hpf. 

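The glycine rich salivary secreted peptide (AET-4173) was 0.348 ± 0.155 (SD, 3 arrays) in unfed glands, 1.65 ± 0.0509 at 1 hpf, 1.06 ± 0.419 at 3 hpf, 1.86 ± 0.0484 at 24 hpf and 1.40 ± 0.294 at 48 hpf. It rose 4.73-fold, 3.06-fold, 5.33-fold and 4.03-fold at these times (adjusted p = 0.00144, 0.028, 0.000716 and 0.0127 from limma, higher on 3 of 3 arrays each time). Replicate 3 of 24 hpf was saturated, which limits the fold at that time. Of 51 genes of unknown function the glycine rich peptide is the 1 that passed limma at each time. Adjusted over the list alone 3, 3, 1 and 2 were higher and 0, 0, 0 and 1 lower. At 1 hpf 6 of the 51 had a ratio of at least 2. They include the putative 30 kDa secreted protein (AY951940), the protein similar to hemolymph protein and a predicted secreted peptide conserved in Diptera (AET-10880), the last with a ratio of 2.15 (adjusted p = 0.124, 0.0046 with the replicate number as a block, higher on 3 of 3 arrays), and chosen after its values were seen. The putative secreted protein AF466586 had a ratio of 1.96 at 1 hpf and 2.15 at 3 hpf (adjusted p = 0.197 and 0.0984, 0.00324 and 0.00501 with the block). Putative secreted peptide AE-289 had a ratio of 1.90 at 1 hpf and the putative 7.8 kDa secreted protein (AY949618) of 1.54 (adjusted p = 0.268 and 0.241, 0.0413 and 0.0693 with the block). The salivary basic peptide 4.2K-1 (AE-211) was saturated on every array of all 5 groups. With the block 27, 22, 21 and 21 of the 51 were higher and 1, 5, 6 and 6 lower, and 20, 20, 16 and 18 of the 51 were saturated in both groups. The glycine rich peptide, defensin A1 and angiopoietin-like protein are the 3 probes at least 2-fold up at all 4 times by the report sheet. The deposited series matrix gives AET-4173 other ratios, 3.11, 1.26, 3.51 and 4.91 at 1, 3, 24 and 48 hpf. The report's ratios follow from the raw intensities and equal those in the authors' lists per time. How the series matrix came by its own is not given in the sources used here. In 100 draws of unchanged groups against the same unfed arrays a mean of 6.82 and at most 60 probes were at least 2-fold up at all 4 times, and 4 independent lists would share 0.00474. The call of the glycine rich peptide at 3 hpf was lost without unfed replicate 1 or 2 (adjusted p = 0.103 and 0.146) and without replicate 2 or 3 of 3 hpf (0.13 and 0.0908), and that at 48 hpf without replicate 2 of unfed or of 48 hpf (0.0965 and 0.0744).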

A transcript of unknown function for glycine-rich peptide was significantly up-regulated at all time points, and 6 transcripts encoding unknown function proteins were significantly up-regulated at 1 hpf (Table 3).

**Table 3:** List of significantly differentially expressed genes.

***NCBI accession number***	***Gene name***	***1 hpf***		***3 hpf***		***24 hpf***		***48 hpf***	
		
		***fold change***	***p-value***	***fold change***	***p-value***	***fold change***	***p-value***	***fold change***	***p-value***
**Odorant binding proteins**									

94468522	Odorant binding protein	0.19	2.00E-02	0.17	2.00E-02	2.95	3.90E-03	0.69	2.00E-02

**Immunity related proteins**									

94468662	Bacteria responsive protein 1; AgBR1	1.96	4.00E-02	1.85	NS	2.16	5.00E-02	1.73	4.00E-02

94468352	Angiopoietin-like protein splice variant	2.19	NS	1.28	NS	1.47	NS	1.58	NS

94468606	Angiopoietin-like protein	12.98	8.29E-04	7.07	NS	14.54	2.06E-03	4.25	8.29E-04

48256697	Defensin A1	12.49	1.91E-06	14.43	5.94E-05	8.30	1.00E-02	3.63	1.91E-06

94468652	I23Ma	2.02	1.00E-02	1.89	2.52E-03	2.03	1.70E-03	1.49	1.00E-02

**Mucins and peritrophins**									

94468338	Hypothetical MTT rich mucin	1.59	NS	0.48	NS	0.06	2.00E-02	0.30	NS

94468632	Possible mucin	0.77	NS	0.54	NS	0.33	3.00E-02	0.36	NS

94468494	Putative mucin	0.74	NS	0.25	2.00E-02	0.24	1.00E-02	0.53	NS

94468596	Mucin-like peritrophin	2.77	1.00E-02	1.94	NS	1.45	NS	2.32	1.00E-02

**Unknown function, secreted and ubiquitous**									

18568278	Putative secreted protein	1.96	3.53E-03	2.15	NS	1.36	NS	1.43	3.53E-03

94468392	Putative salivary secretory protein	0.51	NS	0.32	2.00E-02	0.26	NS	0.11	NS

94469016	Glycine rich salivary secreted peptide	3.11	1.61E-04	1.26	5.00E-02	3.51	8.73E-05	4.91	1.61E-04

94468460	Putative secreted peptide	1.90	1.00E-02	1.27	NS	0.84	NS	0.70	2.49E-03

94468432	Putative 30.5 kDa secreted protein	1.59	2.00E-02	1.27	NS	1.34	NS	1.58	NS

61742033	Putative 30 kDa secreted protein	4.08	2.00E-02	0.50	NS	1.39	NS	4.23	2.00E-02

18568282	Putative 7.8 kDa secreted protein	1.54	1.13E-03	1.73	0.00E+00	0.84	NS	1.43	4.50E-03

94468390	Putative salivary basic peptide	1.60	NS	1.27	NS	1.46	NS	1.59	NS

**Housekeeping products**									

94469114	Vacuolar H+--ATPase V0 sector, subunit d	1.03	NS	0.56	NS	0.21	3.00E-02	0.19	NS

45479593	Inhibitor of apoptosis-1 like protein	0.44	NS	0.54	NS	0.03	4.00E-02	0.17	NS

94468780	Elongation factor 1 alpha	0.79	NS	0.62	NS	0.28	5.00E-02	0.57	NS

18568312	Putative calreticulin	1.10	NS	1.31	2.00E-02	0.98	NS	1.22	NS

94468818	Heat shock cognate 70 protein	0.63	NS	0.46	NS	0.18	5.00E-02	0.44	NS

47679583	Carboxypeptidase B	1.19	NS	0.78	NS	0.39	3.00E-02	0.75	NS

94469330	Acetyl-CoA acetyltransferase	0.45	NS	0.31	NS	0.01	4.00E-02	7.97	NS

94468486	Actin	0.42	NS	0.23	NS	0.15	4.00E-02	0.12	NS

Volcano plot analysis was used to identify statistically differentially regulated salivary genes based on statistical significance (P ≤ 0.05). A gene was considered statistically significant only if they show at least 2 fold difference with the P value ≤ 0.05.

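Array values of the transcripts chosen for RT-PCR follow, apart from angiopoietin-like protein and the glycine rich peptide, whose values stand above. The putative 30 kDa secreted protein (AY951940), whose family includes an inhibitor of platelet aggregation, had ratios of 4.08 at 1 hpf, 0.504 at 3 hpf, 1.39 at 24 hpf and 4.23 at 48 hpf (adjusted p = 0.0723, 0.855, 1 and 0.0649 from limma, 0.000133, 0.0351, 0.294 and 0.000362 with the replicate number as a block). It was higher than the same-numbered unfed array on 3 of 3 arrays at 1 and 48 hpf and lower on 3 of 3 at 3 hpf. From 1 to 3 hpf it fell by 2.86 on the log2 scale (adjusted p = 0.0339) and from 3 to 48 hpf it rose by 2.88 (adjusted p = 0.0158), each with a standard error of 0.48 and on 3 of 3 arrays, with 1 of 3 arrays above the empty spots at 3 hpf. The putative serine protease (AF466600) was saturated on every array at 1 and 3 hpf and on 2 of 3 unfed arrays, with ratios of 1.97 at 1 hpf and 1.55 at 3 hpf (adjusted p = 0.076 and 0.327, 0.00932 and 0.067 with the block), for which no bound can be given, and of 1.74 at 24 hpf and 1.24 at 48 hpf (adjusted p = 0.152 and 0.80, 0.0217 and 0.594 with the block). Mucin-like peritrophin (AE-466), with a domain that binds chitin, was 0.343 ± 0.154 (SD, 3 arrays) in unfed glands and had ratios of 2.77, 1.94, 1.45 and 0.814 at 1, 3, 24 and 48 hpf (adjusted p = 0.241, 0.855, 1 and 1, 0.00147, 0.0326, 0.272 and 0.335 with the block). The putative secreted protein AE-260, which was not chosen for RT-PCR, was saturated on every array except 1 at 24 hpf. Of the 4 members of the 30 kDa family 0 of 16 tests passed limma, 8 were higher at an unadjusted p under 0.05 and when adjusted over the list alone, and 13 were higher and 1 lower with the block, with 2 or 3 members saturated in both groups at each time.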

Relative fold differences between naïve and blood fed salivary gland genes of interest as calculated by quantitative real-time RT-PCR were similar to the calculated fold differences from oligoGEArray data. Linear regression analysis revealed a high degree of correlation (R^2 ^> 0.89) between OligoGEArray data and RT-PCR data (Figure 1). Significantly, the correlation coefficient was determined to be above 0.95 (data not shown). Significant R^2 ^and correlation coefficient values validate accuracy of OligoGEArray data analysis.

**Figure 1:**
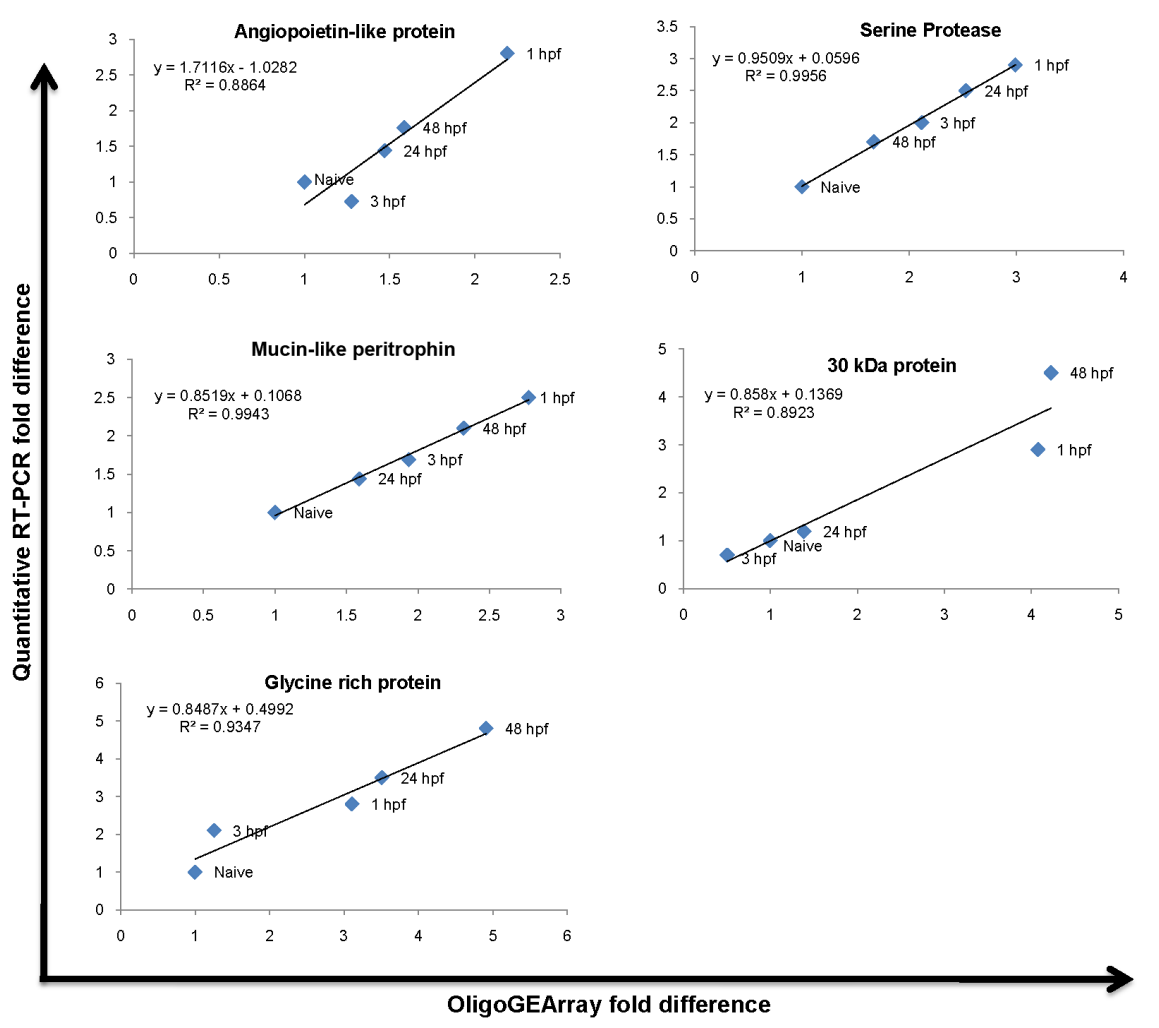
**Validation of the oligoGEArray analysis with quantitative real time RT-PCR**. OligoGEArray data analyses were validated by quantitative real time RT-PCR. Five transcripts (angiopoietin-like protein, serine protease, mucin-like peritrophin, 30 kDa protein (belonging to 30.5 kDa family) and glycine rich protein) were randomly selected for validation. A Linear regression model was established and correlation values (R^2^) were calculated by plotting oligoGEarray fold difference on X-axis and that of quantitative real time RT-PCR on Y-axis.

In conclusion, our results indicate: (1) that expression of a large number of salivary genes (77–87%) did not change significantly post-blood feeding; (2) 8–20% of genes were down-regulated; and, (3) 2.8 to 11.6% genes were up-regulated. 

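Serine proteases cut proteins and their inhibitors hold them in check, and the gland secretes both. Of 10 serine proteases tested at 4 times with limma 0 of 40 tests passed, 7 were higher and 4 lower at an unadjusted p under 0.05, and with the replicate number as a block 9 were higher and 6 lower. Adjusted over the list alone 2 were higher and 3 lower. The large trypsin AEA-876 had a ratio of 0.456 at 48 hpf (adjusted p = 0.675, 0.00146 with the block, lower on 3 of 3 arrays), and was chosen after its values were seen. Of 5 protease inhibitors 0 of 20 tests passed, 3 were higher and 4 lower at an unadjusted p under 0.05, 5 and 4 with the block, and 2 and 4 adjusted over the list alone. For 6 nucleotidases and related enzymes, which clear extracellular nucleotides, and 2 enzymes of sugar digestion, amylase and alpha-glucosidase, 0 tests passed. At an unadjusted p under 0.05 5 and 4 were higher, adjusted over the list alone 0 and 4, and with the block 8 and 8 were higher and 1 and 0 lower, and both enzymes of sugar digestion were saturated in both groups at each time. So were 3, 3, 2 and 2 of the 6 nucleotidases at 1, 3, 24 and 48 hpf, 2, 2, 1 and 0 of the inhibitors and 1 of the proteases, and there the ratio follows the reference spots. Over all 433 probes, 4.85%, 12.5%, 5.77% and 3.00% were at least 2-fold up at 1, 3, 24 and 48 hpf, and 9.24%, 8.55%, 16.9% and 21.7% at most 0.5-fold. Among the 150, 156, 159 and 146 probes above the empty spots these shares were 11.3%, 14.1%, 9.43% and 4.79%, and 5.33%, 7.69%, 15.1% and 17.8%.

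**Figure D2:**
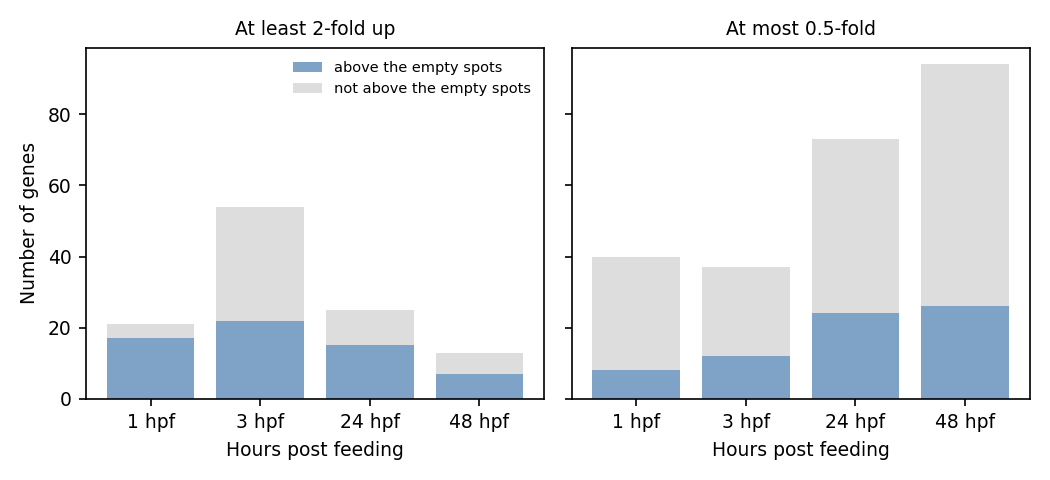
Number of genes at least 2-fold up and at most 0.5-fold at 1, 3, 24 and 48 hpf, as stacked bars on a linear axis from 0, with genes above the empty spots on at least 2 arrays of either group below and the others on top. At 48 hpf 68 of the 94 genes at most 0.5-fold are not above the empty spots.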

While overall findings support earlier published work on mosquito salivary gland protein expression, our data reconciles the two independent observations for mosquitoes, where salivary gland proteins decreased [14], and, or did not show any change [15]. Accuracy of data was validated by linear regression analysis of differential expression data between oligoGEArray and quantitative real time RT-PCR. To our knowledge, this is the first study to investigate differential expression of the *Ae. aegypti *salivary transcriptome upon blood feeding. This brief report describes the usefulness of a salivary gland focused microarray to characterize gene expression changes related to blood feeding. Studies are in progress using this robust and sensitive method to provide in depth comparisons of *Ae. aegypti *salivary gland gene expression of pathogen-free and arbovirus infected mosquitoes.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

ST and SKW conceived the idea and planned the experiments. ST executed the experiments and analysed the data. ST and SKW wrote the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

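RNA of salivary glands was pooled for unfed female *Aedes aegypti* and for females at 1, 3, 24 and 48 hours post feeding (hpf), 10 mosquitoes per fed pool, and 3 arrays were hybridized for each of the 5 pools, with 8 µg cRNA made from 200 ng total RNA. The mosquitoes were starved for 16 h before feeding. The deposited workbook holds a raw sheet, with the mean pixel intensity of each spot and its local background on a scale that ends at 65535, a report sheet with normalized intensities and ratios, and lists per time with the authors' ratios and p-values. The normalized intensity is the spot minus the mean of the 22 empty spots, divided by the mean of the same difference for positions 411 (actin) and 424 (ribosomal protein S5). Recomputed from the raw sheet it differed by at most 0.000129. The authors' p-values were checked against an equal-variance, two-sided t-test on the normalized intensities, and 356 of 357 lay within 1 percent of it. The score values of the series matrix, as deposited by the authors, are the mean of each group divided by that of unfed, rounded to 2 decimals. It was used as an alternative, its columns have medians of 1.0, 1.245, 1.165, 0.985 and 0.825 for unfed, 1, 3, 24 and 48 hpf, and of the genes with a ratio in both it differs from the report sheet in 5. It also holds ratios for genes without a ratio here, among them 56, 16, 43 and 63 of those at least 2-fold up by it at 1, 3, 24 and 48 hpf. The table of RefSeq identifiers was not used here, since none of the array's identifiers stands in it.

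Report intensities were averaged over the 3 spots of the probe spotted 3 times, which gave 433 gene probes. A probe was above the empty spots where it exceeded their mean by more than 2 SD, and detected in a comparison where it did so on at least 2 arrays of either group. Per array 121 to 162 probes were above the empty spots and 33 to 64 were saturated. Genes at or below the mean of the empty spots numbered 0 on unfed replicate 1 and 7 on 3 hpf replicate 1, and 119 to 203 on the other arrays. The number of arrays limits the precision.

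Ratios are those of group means. The limits of 2-fold and 0.5-fold are those of the methods. The log2 values, after the common floor of 0.1077, were fitted over all 5 groups with limma 3.58.1 in R 4.3.3, each fed group against unfed and the fed groups against each other, with moderated t-statistics and Benjamini-Hochberg adjustment over 432 probes per contrast, S5 left out as the reference. Probes at the floor on all arrays were counted as not passing. Whether the replicate numbers pair the arrays was checked on 214 probes by the correlation of deviations from the group mean. The 30 pairs of same-numbered arrays had correlations of 0.352 to 0.809, and pairs with different numbers a mean of -0.294. Since the deviations of a group cancel each other, that mean is tied to the same-numbered correlations and adds no evidence. The fit with the replicate number as a block was therefore run beside the one without.

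Both fits were tested on simulated data with 432 probes, of which 20 each were changed 2-fold, 4-fold and 8-fold. Without the block 40, 35, 35 and 30 percent of the 2-fold changes were recovered at 1, 3, 24 and 48 hpf and 90 percent of the larger ones, with 0 false calls. With the block 90 or 95 percent were recovered at each size, with 2, 1, 0 and 1 false calls. The simulated arrays carried the additive replicate effect that the block removes, so the gain from the block was built in. They cannot show whether the block suits the real arrays. The changed probes were drawn from those above the empty spots on every unfed array, and no ceiling was applied. Recovery of dim or saturated probes was therefore not tested. On the real arrays, without a fold limit, 67, 60, 54 and 48 probes were higher with the block at 1, 3, 24 and 48 hpf. Of these, 38, 36, 35 and 33 were saturated in both groups, where no fold is measured and the ratio follows the reference spots. Without the block 0 probes saturated in both groups passed as higher. A rise past limma with the block alone can therefore come from the scaling.

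Genes were named by a rule: those of the paper's Tables 1 and 3 and Figure 1, whose values in the paper were seen before, per time the 5 highest and 5 lowest ratios among genes past limma whose arrays lie all on 1 side of the unfed arrays and which are above the empty spots on every array of the higher group, and up to 4 members of each gene list that pass limma. The same rule with the block was added after the data were seen. It covers 40 genes. Lists were drawn from the gene descriptions by keyword for immunity, mucins and peritrophins, odorant binding and D7 proteins, serine proteases, protease inhibitors, nucleotidases and related enzymes, sugar digestion, the 30 kDa family, ribosomal proteins, translation factors, vacuolar ATPase, mitochondrial energy production, chaperones, the secretory pathway, the cytoskeleton, proteasome and ubiquitin, oxidant defence, apoptosis, fat body, muscle and midgut. Classes are those of Table 2, tested with Fisher's exact test over 64 tests. Genes shared by all 4 times were set against 100 draws of unchanged groups.

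The comparisons, the limits, the lists and the naming rule were set before the data were examined, as were these alternatives: division by the array median or by the ribosomal probes, quantile normalization, uncorrected intensities, normexp with offset 50, the raw sheet over position 424, the series matrix, geometric means, a filter on dim probes, a 3-fold limit, the methods' t-test, only the 2 groups in the fit, the block, classes by keywords and each array left out in turn. The closing section names those added later. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, and figures matplotlib 3.10.9. The RT-PCR was not analysed here.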

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

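The tests of this part on the level of the empty spots, on actin in the reference, with S5 alone, with the median over detected probes, with the local background and of the 3 genes with each array left out were chosen only after the result was seen, as was the rule that names genes by the block.

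The odorant binding protein (AE-352) differed between times. At 24 hpf its log2 value was higher than at 3 hpf by 3.96 (standard error 0.47, adjusted p = 0.00137 from limma, higher on 3 of 3 arrays), a size limited at both ends, since 2 of 3 arrays at 24 hpf were saturated and 1 of 3 at 3 hpf was above the empty spots. It was lower than unfed at 3 hpf and, with the replicate number as a block alone, past the test and higher than unfed at 24 hpf.

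The following 7 genes lie outside those the paper discusses, pass limma with the block alone and were called in data that it reports only as counts. Each went the same way on 3 of 3 same-numbered arrays. AET-458, AET-5847 and AET-3489 were chosen after their values were seen. At 3 hpf the protein similar to hemolymph protein (AET-166) had a ratio of 5.08 (adjusted p = 0.078, 0.000129 with the block) and nucleosome assembly protein NAP-1 (AET-3489) of 3.92 (adjusted p = 0.227, 0.0109 with the block). At 24 hpf the Kazal-containing peptide (AET-1428) was at least 3.52-fold lower (adjusted p = 0.109, 0.0034 with the block), and the protein similar to gamma-interferon inducible lysosomal thiol reductase (AET-330) had a ratio of 0.253 (adjusted p = 0.401, 0.0034 with the block). At 48 hpf the ratio was 0.261 for the phosphatidylethanolamine-binding protein (AET-458), 0.333 for vacuolar ATPase subunit F (AET-5847) and 0.25 for the protein similar to reverse transcriptase (AET-432) (adjusted p = 0.462, 0.784 and 0.286, 0.0051, 0.0059 and 0.00148 with the block).

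At 48 hpf 94 genes were at most 0.5-fold. Without unfed replicate 1, whose gene spots all lie above the mean of its empty spots, 87 were. This argues against that array's background as the cause. On each of the 9 pairs of a 48 hpf and an unfed array, actin in the reference raised the 48 hpf value against the unfed one by a factor of at least 1.095, which argues against the fall of actin as the cause, since falls would need a factor under 1. With each array divided by its median over gene probes, whose raw value at 48 hpf is 1.02 to 1.29 times the mean of the empty spots, 16 were, with 152 at least 2-fold up. With quantile normalization 40 were. With the ribosomal probes as the reference 115 were, with S5 alone 118, with the median over detected probes 110 and with the local background 91. The ribosomal, S5 and detected-probe references lie in part at or near the ceiling, where they cannot follow the amount of signal. S5 was saturated on 7 of 15 arrays, and ribosomal proteins S2, S3 and L31 on every unfed array. The median over detected probes was 58026 above the empty spots. The scaling therefore stays open as a cause of the excess of falls. Of the 94, 68 are not above the empty spots, so that spots at that level may account for most of the count. For the other 26 the scaling, a response to feeding and a difference between RNA pools stay open.

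At 3 hpf 54 genes were at least 2-fold up. Without 3 hpf replicate 1, whose background is like that of unfed replicate 1, 55 were, which argues against that array as the cause. Of the 54, 32 are not above the empty spots, and spots at that level may account for them. For the other 22 the scaling and a response to feeding stay open, and feeding was not tested apart from the pool. Over all probes 35 were at least 2-fold up at 3 hpf with S5 alone as the reference. With the median over detected probes 34 were, and with the local background 80.

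Defensin A1, angiopoietin-like protein and the glycine rich peptide were at least 2-fold up at all 4 times by the report sheet, while the series matrix gives AET-4173 a ratio of 1.26 at 3 hpf. With S5 alone as the reference the lowest of their 12 log2 ratios was 3.21 standard errors above 0, and with each array left out in turn 3.68, which argues against the fall of actin and against a single bright array as the whole cause. With S5 alone the calls of AET-4173 at 3 and 48 hpf and of AE-6349 at 3 hpf ended, as the log2 ratios went from 1.62, 2.08 and 2.41 (standard errors 0.31, 0.31 and 0.38) to 1.27, 1.68 and 2.11 (0.39, 0.39 and 0.42), lower and with a wider error (adjusted p = 0.265, 0.145 and 0.0546). A response to feeding is a candidate explanation. With 1 RNA pool per time it cannot be told apart from a difference between pools that has another origin.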

How the results depend on the processing

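S5 alone, the median over detected probes, the local background, the 2 other floors, the 2 arrays both left out and classes over detected probes were chosen as alternatives after the data were seen. Up and down here mean genes at least 2-fold up and at most 0.5-fold, and past limma adds an adjusted p under 0.05. Counts within 1.5 times those given at the claims are left out. Of the 15 folds of named genes that passed limma, recomputed under 19 or 20 alternatives each, 206 values kept their direction and side of the threshold, 88 kept the direction without passing and 0 reversed. Defensin A1 passed in 19 of 19 at 1, 3 and 24 hpf, angiopoietin-like protein in 18, 14 and 19 of 19, the glycine rich peptide in 15, 8, 18 and 12 of 20, the odorant binding protein in 11 and 10 of 20 at 1 and 3 hpf, and I23Ma in 9, 6 and 9 of 20. At 24 hpf the 19 settings of defensin A1 and angiopoietin-like protein leave out the local background. With it 0 genes were up past limma at 24 hpf, these included. At 3 hpf 1 gene was up past limma with the local background, so that at most 1 of these 2 genes was. Of all folds of the 40 named genes, 2403 values stayed, 244 passed limma where the given one did not, and 348 moved beyond their spread. With each array divided by its median over gene probes there were 42, 95 and 152 up at 1, 24 and 48 hpf, 1, 1 and 9 up past limma at 1, 3 and 48 hpf, 23, 43 and 16 down at 1, 24 and 48 hpf, 0 and 0 down past limma at 1 and 3 hpf, 11 class tests past 0.05, 8 up at all 4 times, 2 down at all 4 times. With the geometric mean of the ribosomal probes as the reference there were 0 up past limma at 48 hpf, 2 down past limma at 24 hpf. With quantile normalization there were 34 up at 48 hpf, 8, 11, 13 and 10 up past limma at 1, 3, 24 and 48 hpf, 47 and 40 down at 24 and 48 hpf, 5, 15, 16 and 9 down past limma at 1, 3, 24 and 48 hpf. With uncorrected intensities there were 9, 15, 12 and 7 up at 1, 3, 24 and 48 hpf, 12 and 7 up past limma at 3 and 48 hpf, 1, 5, 10 and 7 down at 1, 3, 24 and 48 hpf, 4, 7 and 3 down past limma at 3, 24 and 48 hpf. With normexp background there were 27 up at 48 hpf, 4 up past limma at 48 hpf, 9, 8, 24 and 17 down at 1, 3, 24 and 48 hpf, 0, 3, 1 and 3 down past limma at 1, 3, 24 and 48 hpf. With raw intensities over S5 there were 4, 9, 6 and 7 up at 1, 3, 24 and 48 hpf, 3 up past limma at 48 hpf, 3, 14, 24 and 23 down at 1, 3, 24 and 48 hpf, 4, 5 and 5 down past limma at 3, 24 and 48 hpf. With the series matrix's ratios there were 78, 68 and 77 up at 1, 24 and 48 hpf. With geometric means there were 12, 12, 10 and 7 up at 1, 3, 24 and 48 hpf, 3, 11, 18 and 16 down at 1, 3, 24 and 48 hpf. By the methods' t-test, unadjusted, there were 2 up past the test at 48 hpf, 3, 11 and 12 down past the test at 3, 24 and 48 hpf. By that t-test after Benjamini-Hochberg there were 2, 1, 1 and 0 up past the test at 1, 3, 24 and 48 hpf, 0 and 0 down past the test at 1 and 3 hpf. With only the 2 groups in the fit there were 2, 1 and 0 up past limma at 1, 3 and 48 hpf, 0 and 0 down past limma at 1 and 3 hpf. With classes by keywords there were 1 class test past 0.05. With the replicate number as a block there were 11, 12, 8 and 6 up past limma at 1, 3, 24 and 48 hpf, 5, 10, 17 and 20 down past limma at 1, 3, 24 and 48 hpf, and the block ended no call. With S5 alone as the reference there were 35 and 16 up at 3 and 24 hpf, 1 and 0 up past limma at 3 and 48 hpf, 0 down past limma at 3 hpf. With the median over detected probes there were 9, 34 and 15 up at 1, 3 and 24 hpf, 2, 1 and 0 up past limma at 1, 3 and 48 hpf, 63 down at 1 hpf, 0 down past limma at 3 hpf. With the local background of each spot there were 43, 39 and 48 up at 1, 24 and 48 hpf, 2, 1 and 0 up past limma at 1, 3 and 24 hpf, 0 and 0 down past limma at 1 and 3 hpf. With a floor of 0.5 times the detection limit there were 5 up past limma at 48 hpf, 0 and 3 down past limma at 1 and 48 hpf. With the lowest positive value as floor there were 1 up past limma at 3 hpf, 2, 0, 1 and 6 down past limma at 1, 3, 24 and 48 hpf. With unfed replicate 1 and 3 hpf replicate 1 both left out there were 0, 0 and 1 down past limma at 1, 3 and 24 hpf. With classes over detected probes there were 0 class tests past 0.05. For these shifts the cause was not tested, except that of the genes up by the series matrix 56, 43 and 63 at 1, 24 and 48 hpf have no ratio here, and that classes over detected probes test fewer genes. A 3-fold limit leaves fewer genes by construction, 8, 31 and 12 up at 1, 3 and 24 hpf, 13, 22, 36 and 52 down at 1, 3, 24 and 48 hpf. A filter on dim probes tests fewer genes, and gave 22, 15 and 7 up at 3, 24 and 48 hpf, 6 and 6 up past limma at 3 and 48 hpf, 8, 12, 24 and 26 down at 1, 3, 24 and 48 hpf, 4, 3 and 3 down past limma at 3, 24 and 48 hpf. With 1 array left out at a time, where the group left with 2 arrays is taken to vary like the others, there were 12 to 38, 35 to 76, 17 to 33 and 13 to 21 up, 29 to 59, 25 to 62, 54 to 109 and 66 to 114 down, 3 to 5, 1 to 5, 3 to 4 and 0 to 5 up past limma, 0 to 1, 0 to 1, 0 to 2 and 0 to 1 down past limma at 1, 3, 24 and 48 hpf. Signal over background limits these counts, since 243 of 433 probes were above the empty spots on no array and 30 were saturated on every array. A block by slide or scan was not run, as no table names one.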

Differences from the paper's values

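A value is taken here to come within the paper's where the larger is at most 1.5 times the smaller, or where they differ by no more than the SD over the 3 fed arrays, divided by the unfed mean. The paper's value for the fold of Mucin-like peritrophin (AE-466) at 48 hpf is 2.32 and the ratio here 0.814. Of the alternatives set before the data were examined, division by the array median (2.88) and the series matrix (2.32) come within the paper's value, and ribosomal, quantile, uncorrected, normexp, raw sheet, geometric mean, dim filter, 2-group, block and leave-one-out values do not.

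The paper's values for the fold of Glycine rich salivary secreted peptide (AET-4173) are 3.11, 1.26 and 3.51 at 1, 3 and 24 hpf, and the ratios here 4.73, 3.06 and 5.33. The series matrix (3.11, 1.26 and 3.51) equals the paper's values. The ribosomal reference (3.79, 2.34 and 4.18) and the raw sheet over S5 (3.19, 2.04 and 3.32) come within the paper's values at all 3 times, at 3 hpf only by the SD and with values above 2-fold. Quantile normalization (3.76 and 4.53), uncorrected intensities (3.93 and 4.42) and normexp (3.46 and 4.08) do so at 1 and 24 hpf but not at 3 hpf, as do the values without unfed replicate 1 (4.19 and 4.72) or 2 (4.19 and 4.73). So do those without replicate 2 of 1 hpf (4.64) at 1 hpf, replicate 3 of 3 hpf (2.43) at 3 hpf and replicate 2 of 24 hpf (5.26) at 24 hpf. Array median, geometric mean, dim filter, 2-group and block values, and those without the other arrays, do not.

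In Table 2 the paper counts 2 secreted carrier-like genes down at 3 hpf and 0 mucins and peritrophins up at 24 hpf, against 1 and 1 here. These classes were not recounted under the alternatives.

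The paper names ribosomal protein L5 alone as the reference, while the values follow actin and a spot named S5. The gi numbers of L5 in the paper and of the S5 spot are consecutive, as are those of the same gene in Tables 1 and 3. Both names may therefore stand for the same sequence, which was not tested, and actin is the clear departure. It gives other numbers of genes, positive controls and empty spots than the 433 gene probes, 18 biotinylated artificial-sequence spots and 22 empty spots found here. It states a fall of the odorant binding protein also at 48 hpf, where its ratio was 0.692 (adjusted p = 0.80 from limma, lower on 3 of 3 arrays), while it fell at 1 and 3 hpf here too. It states a rise of I23Ma, angiopoietin-like protein and defensin A1 at all times. At 48 hpf their ratios were 1.49, 4.25 and 3.63 and none passed limma (adjusted p = 0.275, 0.0649 and 0.0649, higher on 3 of 3 arrays), and the latter 2 passed with the replicate block. It names vacuolar ATPase subunit d, the inhibitor of apoptosis-1 like protein and acetyl-CoA acetyltransferase as down at 24 hpf, where none was above the empty spots, and elongation factor 1 alpha (0.285), AET-2544 (0.179) and carboxypeptidase B (0.392) were at most 0.5-fold here too, without passing limma and past it with the block. For several genes Table 3 prints at 48 hpf the p-value that it prints at 1 hpf. The deposited 48 hpf p-values are 0.00535 for the glycine rich peptide, 0.0315 for AY951940, 0.054 for angiopoietin-like protein and 0.103 for defensin A1.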

Other observations

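The serine synthesis test, the splits of the arrays and the tests of the D7 probes were chosen only after the result was seen.

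Of lists for other tissues, fat body had 0 members on the array. Of 8 tests of 2 muscle genes 0 passed limma, 2 were higher at an unadjusted p under 0.05 and 4 with the replicate number as a block, where 1 member is saturated in both groups. Of 20 tests of 5 genes listed for midgut 0 passed, 4 were higher and 1 lower at an unadjusted p under 0.05, and 6 and 3 with the block. Adjusted over the list alone these counts were 0 for muscle and 0 higher and 1 lower for midgut. The midgut list was drawn by keywords such as trypsin, carboxypeptidase and peritrophin from an array of salivary gland transcripts. It does not measure RNA of the midgut. The keyword list of odorant binding and D7 proteins held the odorant binding protein alone, since its pattern missed the 7 D7 probes of the array. Of their 28 tests 0 passed limma, 8 were higher at an unadjusted p under 0.05 and 0 when adjusted over the 7 alone, and 12 were higher and 0 lower with the block. At 1, 3, 24 and 48 hpf 2, 4, 2 and 2 of the 7 were saturated in both groups, where the ratio follows the reference spots.

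Past the block alone were also carbonic anhydrase VII (AET-363), at least 2.95-fold higher at 48 hpf (adjusted p = 0.0649 from limma, 0.0031 with the block), acetyl-CoA acetyltransferase (AET-7648), at least 2.22-fold higher at 48 hpf (0.103 and 0.0118), and opsin (AET-596), at least 1.55-fold higher at 1 hpf (0.372 and 0.0423), each higher on 3 of 3 arrays. The gamma subunit of oligosaccharyltransferase (AE-258) and its relative AET-394 were at least 1.52-fold and 1.501-fold lower at 1 hpf (0.763 and 0.909, with the block 0.0213 and 0.0254), lower on 3 of 3 arrays.

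Phosphoserine aminotransferase (AE-3793) and D-3-phosphoglycerate dehydrogenase (AET-3626), which make serine, were at least 2.69-fold and 1.97-fold higher at 3 hpf (adjusted p = 0.129 and 0.355 from limma, 0.0184 and 0.0452 with the block, higher on 3 of 3 arrays). As a hypothesis, serine synthesis genes may peak together at 3 hpf, for which both would pass with the block against unfed and against 48 hpf. Both were lower at 48 than at 3 hpf (adjusted p = 0.019 and 0.082 with the block, the latter the highest of the 4), by a size that was not measured, since neither was above the empty spots on any array at 48 hpf. Since both were chosen for their rise at 3 hpf, the test decides nothing and the hypothesis stays open.

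Other splits of the 6 arrays of each comparison were too few for a share under 0.05. With limma and the 2-fold limit the real split gave 5, 4, 4 and 1 genes at 1, 3, 24 and 48 hpf, up and down together, and the highest of the others 0, so that 1 of 10 splits, the real one, reached it.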
